A study of Mus musculus with 18 samples. Its data were reported in "The epithelial-specific ER stress sensor ERN2/IRE1β enables host-microbiota crosstalk to affect colon goblet cell development" (2022).

How the data were processed

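Gene expression was measured by RNA-Seq in colon crypt epithelial cells of 18 mice. The labels gave each library a genotype (WT or Ern2–/–), a microbial state and a replicate number, which made 6 groups of 3 libraries. CONV mice were raised conventionally, GF mice were germ free, and COLONIZED mice were germ-free mice given a cecal microbiota and examined at 14 days.

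Per the study's methods and the labels, the authors prepared stranded mRNA libraries, sequenced them as 75-cycle single-end reads, processed them with the VIPER pipeline and aligned them with STAR. The authors deposited raw counts of reads per gene symbol, not normalized and not pooled over replicates. Tool versions, the genome build, the annotation and the strand setting of the counting were not stated, so no coordinates are given, and genes that overlap or have near-identical copies were treated as uncertain. Columns were matched to samples by the column number that the labels give for each sample, and columns of no sample came to 0. The table held 24047 genes, of which 18217 had a count in at least 1 library. Of the symbols 27 read as dates, and 2 symbols occurred more than once. Library totals ran from 5.87 to 23.2 in units of 1e6 counts.

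Each of 9 comparisons between groups was fitted on its own 6 libraries with the Wald test of DESeq2 1.42.0 in R 4.3.3, with default size factors, independent filtering and Cook's filter and without shrinkage of fold changes. A gene was called at a Benjamini-Hochberg adjusted p under 0.01. Another 2 fits on 12 libraries each tested the genotype by microbes interaction, that is, whether the response to microbes differed between the genotype labels. DESeq2 and the adjusted p threshold followed the study's methods, which do not state whether each comparison was fitted on its own groups. That was chosen before the counts were examined, and edgeR 4.0.16 with its quasi-likelihood test was set as the alternative. The choice of tool matters here, because edgeR called far fewer genes. Ranges over fits that each left out 1 library are given as the lowest and highest count.

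The fits were tested on simulated counts with 200 changed genes. Means were those of the GF-WT libraries, and gene-wise dispersions came from 1 fit of all 18 libraries. Library sizes were those of the real libraries in each fit, GF-WT and COLONIZED-WT for 3 against 3. Each setting was drawn once. With 3 libraries against 3, DESeq2 recovered 164 changed genes (82.0%), 64.4% of those changed 2-fold and 96.4% of those changed 4-fold, and 41 of its 205 calls were false (20.0%). On the same counts edgeR recovered 43.5%, with 7.78% of the 2-fold and 72.7% of the 4-fold changes, and 1 of its 88 calls was false. With no gene changed DESeq2 called 11 genes and edgeR called 0. The DESeq2 interaction recovered 59.0%, with 34.0% of the 2-fold and 85.6% of the 4-fold changes, and 20 of its 138 calls were false (14.5%); with no gene changed it called 4. With dispersions set to their fitted trend, 8 of 152 DESeq2 calls were false (5.26%). The false share thus exceeded the nominal level in both cases, and by more when dispersions varied between genes. A limit on it that the test had first carried was taken out after it was exceeded. DESeq2 counts thus hold false calls and also leave out changed genes, and the edgeR count is printed beside the first count of each comparison. When only goblet genes were changed, the hypergeometric test and camera picked out the goblet list, and neither picked out any of the other 4 cell lists.

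Before the data were examined, the comparisons, tests, thresholds, gene lists, named genes and most alternatives were fixed. The gene names of 5 epithelial cell signatures, which the study had taken from earlier single-cell work and not from these libraries, comprised goblet (400 genes), enterocyte (478), stem (128), enteroendocrine (166) and tuft (488) genes. Their enrichment among called genes was tested by a one-sided hypergeometric test against the genes with an adjusted p in that comparison, with adjustment over 45 tests. The names of 43 XBP1 targets and secretory genes of the endoplasmic reticulum (ER) were those that the study had found raised in a human cell line with induced ERN2. Lists written for this work held ER chaperone and degradation genes (25), ATF4/CHOP stress genes (25), proliferation genes (15), cytosolic ribosomal protein genes (88), distal Hox genes (8), sex markers (6), genes that differ between mouse substrains (6), and immune (16), mesenchymal (14), endothelial (6), glial (6) and pancreatic acinar (15) genes. The goblet list shared 33 genes with the ER lists. The XBP1, chaperone, ATF4/CHOP, proliferation and ribosomal protein lists were tested with camera in limma 3.58.1 on voom log2 values with an inter-gene correlation of 0.01, adjusted over 45 tests, beside fry and camera with an estimated correlation. The ribosomal protein pattern was widened from 86 to 88 genes, to follow the written rule, after a first median had been seen, and the narrower pattern is kept as an alternative. Derl3, Chac1 and Trib3 were on the ER and stress lists, and the study had singled them out from these libraries.

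The goblet score of a library was the mean over the goblet list of log2(normalized count + 1), each gene centred on its mean over the 18 libraries. Score differences were tested by two-sided exact permutation tests, which cannot go below p = 0.1 with 3 against 3. Fold changes of 2 comparisons that share the GF-WT libraries were correlated across goblet genes and set beside 20 simulations of unchanged groups. Named genes were 21 genes fixed in advance (Ern2, Ern1, Xbp1, Muc2, Spdef, Atoh1, Gfi1, Copz2, Spink4, Fcgbp, Zg16, Clca3, Tff3, Klf4, Derl3, Chac1, Trib3, Hspa5, Ddit3, Ang4 and Retnlb) and, in each comparison, up to 3 largest rises and 3 largest falls among called genes with a mean normalized count of at least 100 and no overlap between the groups. Other genes named were chosen after their values were seen. Values after ± are standard deviations over 3 libraries unless stated.

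Alternatives were edgeR, TMM factors in DESeq2, a filter of at least 10 counts in at least 3 libraries, independent filtering set for 0.01, 1 fit of all 18 libraries, the replicate number as a block, and leaving out each library in turn. For the signature tests they were a background of genes with a mean of at least 10 and camera in place of the hypergeometric test, and for the score pseudocounts of 0.5 and 5. Sex, read from Xist and Y-linked genes, and the log2 library total as covariates were chosen after seeing the data, as were the narrower ribosomal pattern, the same alternatives for Ern2 and leaving out libraries in the list tests. Gene counts were also refitted over all 10 splits of the 6 libraries of each comparison and over 30 random splits for each interaction. Depth was tested by binomial thinning of libraries (5 thinnings) and by 40 shuffles of the library totals within groups. No pair of libraries in a group held the same values, and the lowest chi-square per degree of freedom between replicates was 14.1. Gene names, chromosomes and neighbours were taken from a RefSeq table of GRCm38.p6, which matched 94.2% of the tested genes, and transcript lengths from GENCODE vM21. Results of 1 gene that was tested with the others are not reported here.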

Results

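RNA-Seq counts were examined for colon crypt epithelial cells of 18 mice, which the labels placed in 6 groups of 3. The groups combined 2 genotype labels, WT and Ern2–/–, with 3 microbial states. Ern2 encodes ERN2 (IRE1β), an ER stress sensor of mucosal epithelium. CONV mice were raised with a conventional microbiota, GF mice were germ free, and COLONIZED mice had been germ free and were examined 14 days after they received a cecal microbiota. In units of 1e6 counts, library totals of replicates 1, 2 and 3 were 19.3, 21.8 and 23.2 in GF-WT, 19.8, 20.4 and 18.8 in COLONIZED-WT, and 15.9, 14.9 and 8.20 in CONV-WT. They were 20.4, 17.4 and 13.8 in the libraries labelled GF-Ern2–/–, 20.2, 16.0 and 14.0 in those labelled COLONIZED-Ern2–/–, and 15.4, 7.08 and 5.87 in those labelled CONV-Ern2–/–. The libraries labelled Ern2–/– thus had fewer counts on average than the WT libraries in each microbial state, and CONV groups had the fewest.

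The targeted gene was examined first. Normalized Ern2 counts in replicates 1, 2 and 3 were 2573, 1909 and 2439 in GF-WT, 2695, 2412 and 2331 in COLONIZED-WT, and 3100, 3100 and 2089 in CONV-WT. In the libraries labelled Ern2–/– they were 2877, 386 and 3336 in GF, 2567, 1325 and 1885 in COLONIZED, and 998, 1622 and 1487 in CONV mice. Ern2 transcripts were therefore counted in every library, and GF-Ern2–/– replicates 1 and 3 and COLONIZED-Ern2–/– replicate 1 lay within or above the range of the WT libraries. The log2 fold change of Ern2 between the genotype labels was −1.02 (SE 0.29, DESeq2 adjusted p 0.0128) in CONV mice, −0.07 (SE 0.82, adjusted p 1) in GF mice and −0.37 (SE 0.21, adjusted p 0.289) in COLONIZED mice. Without CONV-WT replicate 3 the CONV value was −1.18 with an adjusted p of 8.73e-05, and without COLONIZED-Ern2–/– replicate 1 the COLONIZED value was −0.63 with an adjusted p of 0.00801. In each of these states Ern2 was called in that 1 of 6 fits that left out 1 library. The adjusted p reached 0.219 without CONV-WT replicate 2. It reached 0.785 without COLONIZED-Ern2–/– replicate 2, where the value was −0.17. In GF mice the sign turned with 1 library, since the value was 0.42 without GF-Ern2–/– replicate 2 and 0.02 without GF-WT replicate 1. Counts per gene do not separate exons, and whether part of the Ern2 transcript was missing was not analysed here. Because the counts of Ern2 go against the label of some libraries, all directions between genotypes below refer to the labels and not to a measured loss of Ern2. Xist and Y-linked genes showed that the sexes were not balanced between groups, with the Y-linked pattern in 0 of 3 libraries of GF-WT, 2 of COLONIZED-WT, 1 of CONV-WT, 2 of GF-Ern2–/–, 2 of COLONIZED-Ern2–/– and 3 of CONV-Ern2–/–.

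**Figure D1:**
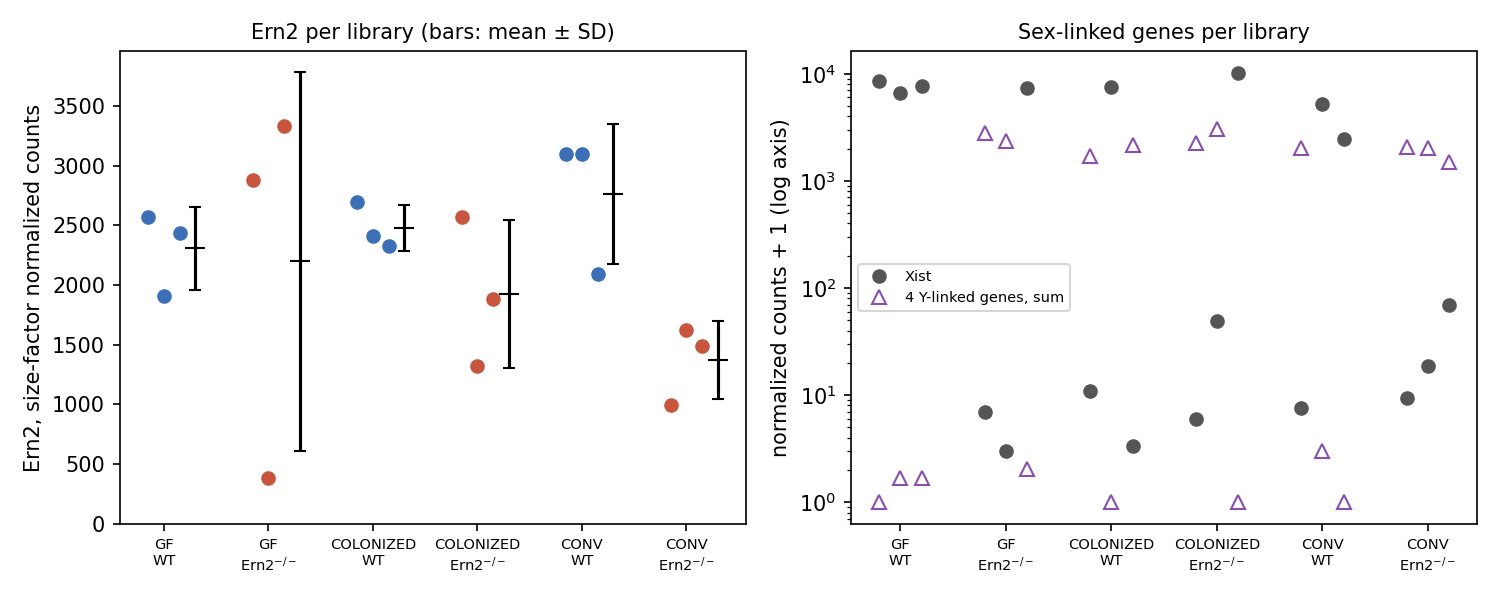
Normalized Ern2 counts (vertical axis) of each of the 18 libraries by group (horizontal axis), with the mean and SD of each group (left), and normalized counts of Xist and the sum of 4 Y-linked genes in each library, plus 1, on a log axis (right). Libraries labelled GF-Ern2–/– ranged from 386 to 3336 normalized counts, and CONV-Ern2–/– libraries from 998 to 1622.

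To examine the effect of the genotype label in conventional mice, CONV-Ern2–/– was compared with CONV-WT. DESeq2 called 381 of 13178 tested genes, of which 246 were lower and the others higher in the libraries labelled Ern2–/–. This balance was not stable, since most calls were higher with sex as a covariate (157 of 237), with the library total as a covariate (368 of 577) and without CONV-WT replicate 3 (971 of 1680). The choice of test moved this count most, since edgeR called 0 genes, with 1865 at an unadjusted p under 0.05. On simulated counts with 3 libraries per group DESeq2 recovered 164 of 200 changed genes and edgeR 43.5%, and 20.0% of the DESeq2 calls were false. Those counts had the library sizes of GF-WT and COLONIZED-WT, which were larger than those of the CONV groups. The count also rested on single libraries, with 1680 calls without CONV-WT replicate 3, of which 366 were among the 381, 126 without CONV-WT replicate 2, and from 156 to 177 without CONV-WT replicate 1, CONV-Ern2–/– replicate 1 or CONV-Ern2–/– replicate 3. Goblet cell signature genes made up 56 of the calls, where 11.5 were expected (hypergeometric test, adjusted p 3.39e-22), and 3 of them were higher. Adjusted over the list alone, 79 goblet genes were called. The enterocyte signature supplied 47 calls, where 12.9 were expected (adjusted p 7.16e-14), and 45 of them were higher. The enteroendocrine list was not enriched among the calls of any of the 9 comparisons, with a lowest adjusted p of 0.134.

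Transcription factors of the secretory lineage were lower in CONV-Ern2–/– than in CONV-WT, with no overlap between the groups. Gfi1 had 54.2 ± 4.05 normalized counts (SD, n = 3) in CONV-Ern2–/– and a log2 fold change of −2.97 (SE 0.35, adjusted p 1.61e-13). Spdef had 869 ± 130 against 3694 ± 1533 in CONV-WT, a change of −2.09 (SE 0.36, adjusted p 1.83e-06), and Atoh1 had 528 ± 94.6 against 1551 ± 308, a change of −1.56 (SE 0.26, adjusted p 4.21e-07). Retnlb (−4.30), Spink4 (−2.33) and Copz2 (−2.45) were lower as well. The 6 genes named so far were called in each of the 6 fits that left out 1 library. None of them was called by edgeR, where Gfi1 had an adjusted p of 0.0481. Muc2, which encodes the main mucin, had 24123 ± 7708 against 147620 ± 107000 counts with overlapping groups. Its change of −2.61 (SE 0.66, adjusted p 0.00364) had an adjusted p of 0.074 without CONV-WT replicate 2. Muc2 was called in 2 of 6 fits that left out 1 library. Clca3, a gene with close paralogs, fell by 3.83 and had an adjusted p of 0.146 without CONV-WT replicate 1. Derl3 was higher (138 ± 11.0 against 18.4 ± 15.7 counts), with a change of 2.85 and an adjusted p of 0.000139, and 0.0114 without CONV-WT replicate 2. Xbp1 (−0.74, adjusted p 0.252) and Ern1 (−0.18, adjusted p 0.92) were not called. By the rule for the largest changes, Enpep (3.81), Abca12 (3.39) and Gdpd2 (3.04) rose. Rian, Meg3 and Mptx1 fell, with 5.68 ± 3.21, 39.6 ± 39.6 and 3788 ± 4838 counts in CONV-Ern2–/– against 491 ± 363, 1674 ± 1182 and 135700 ± 104550 in CONV-WT. Of these 6 genes, Mptx1, Enpep and Abca12 were not called in each fit that left out 1 library, with adjusted p of 0.126 and 0.27 without CONV-WT replicate 1 for Mptx1 and Enpep, and 0.0173 without CONV-Ern2–/– replicate 1 for Abca12.

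In GF mice, where no microbes were present, DESeq2 called 6 of 17167 tested genes between the genotype labels, with 254 at an unadjusted p under 0.05, and edgeR called 0, with 194. B3gnt6 (−2.31, adjusted p 0.000425), Plet1 (−2.30, adjusted p 0.0021), Rn45s (−1.99, adjusted p 2.05e-07) and Lars2 (−1.13, adjusted p 0.00174) were lower in the libraries labelled Ern2–/–. Snord22 (2.86) was higher, as was Eif2s3y, a Y-linked gene with 544 ± 474 counts against 0.465 ± 0.403 in GF-WT, which held no library of Y-linked pattern. Lars2 was named after its values were seen. Rn45s is a repeated ribosomal RNA locus and Lars2 shares sequence with it, so both are uncertain. Counts ran from 1 without GF-WT replicate 2 to 12 without GF-WT replicate 1, with 1 also without GF-WT replicate 3 and 11 without GF-Ern2–/– replicate 1. Plet1 had an adjusted p of 0.639 and B3gnt6 of 0.0776 without GF-WT replicate 3, Eif2s3y of 0.413 without GF-WT replicate 2, and Snord22 of 0.701 without GF-Ern2–/– replicate 2. None of the goblet genes was called over all genes or adjusted over the list alone, and 28 had an unadjusted p under 0.05. The median log2 fold change of the goblet list was −0.07.

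In COLONIZED mice, DESeq2 called 166 of 12181 tested genes between the genotype labels (63 higher and 103 lower in the libraries labelled Ern2–/–) and edgeR called 1, Ang4. This balance rested on 1 library, since 375 of 656 calls were higher without COLONIZED-Ern2–/– replicate 1. Most calls were lower in each other fit that left out 1 library. The count ran from 81 without COLONIZED-WT replicate 1 to 656 without COLONIZED-Ern2–/– replicate 1, and from 91 to 147 without COLONIZED-WT replicate 2, COLONIZED-WT replicate 3, COLONIZED-Ern2–/– replicate 2 or COLONIZED-Ern2–/– replicate 3. Fitted together with the other 12 libraries, it was 24. Goblet genes supplied 14 calls against 5.42 expected (adjusted p 0.00307), of which 5 were higher. This enrichment had an adjusted p of 0.0851, 0.164 and 0.132 without COLONIZED-WT replicates 1, 2 and 3. It was 0.0622 without COLONIZED-Ern2–/– replicate 2. Adjusted over the list alone, 26 goblet genes were called, and the median of the goblet list was −0.11. The stem cell list supplied 11 calls against 1.55 expected (adjusted p 1.86e-06), of which 1 was higher.

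Derl3, Chac1 and Trib3, genes of the ER stress response that the study had singled out from these libraries, were higher in COLONIZED-Ern2–/– than in COLONIZED-WT. Derl3 had 227 ± 75.5 against 23.3 ± 5.92 counts (log2 fold change 3.28, SE 0.32, adjusted p 1.24e-21), Chac1 had a change of 2.81 (SE 0.35, adjusted p 3.58e-12), and Trib3 had 81.2 ± 51.1 against 3.24 ± 1.54 (4.65, SE 0.61, adjusted p 3.38e-11). All 3 were called in each fit that left out 1 library, and edgeR gave adjusted p of 0.0221, 0.061 and 0.0544. Hspa5 rose by 0.80 (adjusted p 0.00448). It was called in 2 of 6 fits that left out 1 library, with an adjusted p of 0.0591 without COLONIZED-WT replicate 2. Ddit3 was not called (0.73, adjusted p 0.017). Ang4, which has close paralogs, had 260 ± 58.8 against 5159 ± 2027 counts (−4.31, SE 0.27, adjusted p 1.77e-55, edgeR 0.00737), and Retnlb had 338 ± 228 against 7357 ± 2586 (−4.45, SE 0.78, adjusted p 5.84e-06). Spdef fell by 0.92 (SE 0.20, adjusted p 0.000452), with an adjusted p of 0.0342 without COLONIZED-WT replicate 1. Muc2 was lower in all 3 libraries but was not called (83896 ± 31373 against 147220 ± 18661, −0.82, adjusted p 0.0179). By the rule for the largest changes, Reg3b (3.07) rose and was called in each fit that left out 1 library. Xbp1 (−0.05, adjusted p 0.89) and Ern1 (−0.07, adjusted p 0.853) were not called.

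**Figure D2:**
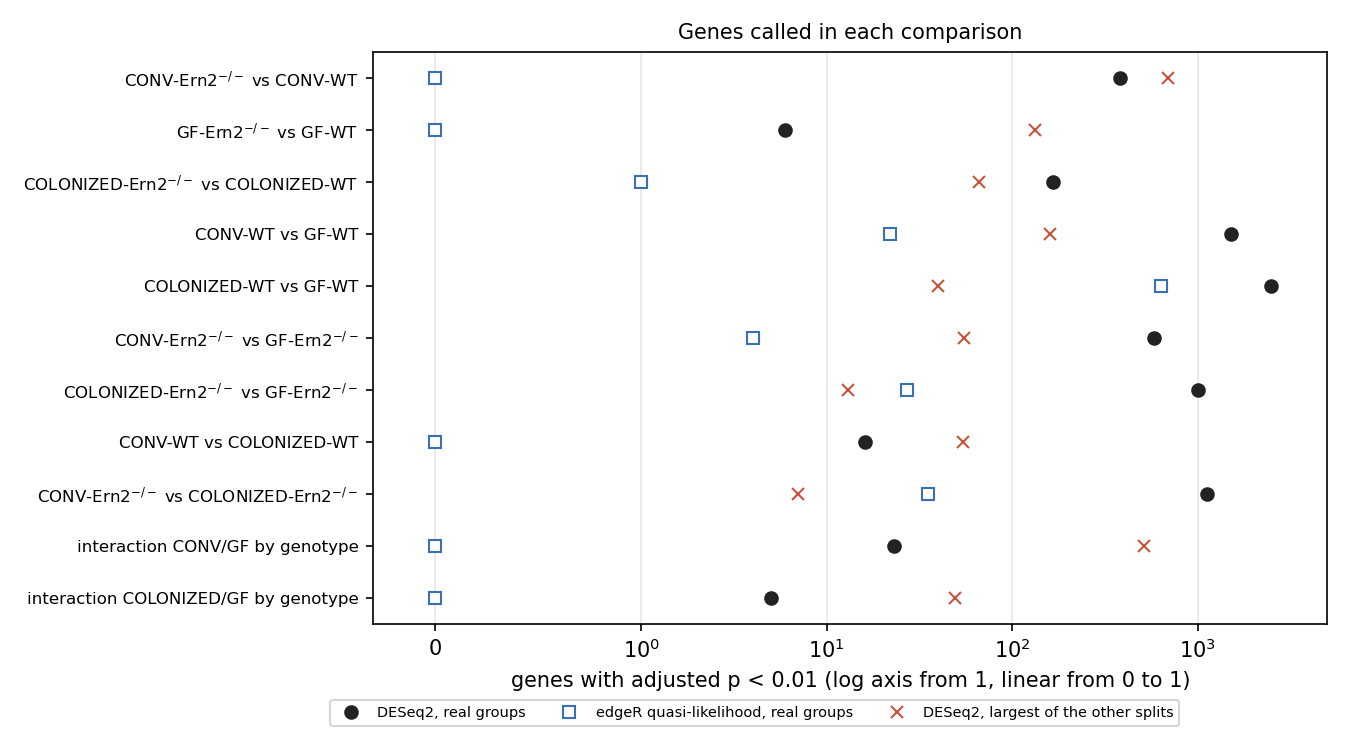
Number of genes with an adjusted p under 0.01 (horizontal axis) in each of the 9 comparisons and 2 interactions, with the DESeq2 count, the edgeR count and the largest DESeq2 count over other splits of the same libraries. The axis is logarithmic from 1 and linear from 0 to 1. DESeq2 called more genes than edgeR in each, from 5 against 0 to 2485 against 630.

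To ask how the crypt epithelium responds to microbes in WT mice, CONV-WT and COLONIZED-WT were each compared with GF-WT. DESeq2 called 1513 genes in CONV-WT (786 higher, 727 lower; edgeR 22) and 2485 in COLONIZED-WT (1269 higher, 1216 lower; edgeR 630). The count for CONV-WT ran from 593 without CONV-WT replicate 2 to 2849 without CONV-WT replicate 3. The count for COLONIZED-WT ran from 1271 without COLONIZED-WT replicate 1 to 2654 without GF-WT replicate 1, and with sex as a covariate it was 230. Goblet genes were enriched among the calls of both, with 64 against 42.8 expected (adjusted p 0.00195, 47 higher) in CONV-WT and 133 against 71.5 expected (adjusted p 2.59e-13, 103 higher) in COLONIZED-WT. The first had an adjusted p of 0.0573 without CONV-WT replicate 1, 0.0391 without CONV-WT replicate 2 and 0.0148 without GF-WT replicate 1. Adjusted over the list alone, 69 and 154 goblet genes were called. Enterocyte genes were enriched in CONV-WT (adjusted p 7.62e-19, 5 of the called genes higher) and supplied 151 calls in COLONIZED-WT (20 higher, adjusted p 1.41e-14). Tuft cell genes were enriched as well (adjusted p 0.00342 and 1.77e-05).

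Muc2 had 147220 ± 18661 counts in COLONIZED-WT against 50468 ± 1472 in GF-WT, a log2 fold change of 1.55 (SE 0.13, DESeq2 adjusted p 7.77e-29). In CONV-WT the change was nearly the same (1.54) but not called (adjusted p 0.0831), given the spread of ± 107000 between libraries. Retnlb had 22426 ± 13697 counts in CONV-WT and 7357 ± 2586 in COLONIZED-WT against 292 ± 107 in GF-WT (6.25 and 4.66, adjusted p 2.38e-26 and 1.59e-46). Spdef (1.79 and 1.37), Spink4 (3.42 and 2.62) and Copz2 (1.76 and 1.19) rose and were called in each fit that left out 1 library. Goblet products did not all rise, since Zg16 fell by 3.60 in CONV-WT and by 2.31 in COLONIZED-WT, and Tff3 fell by 1.59 and by 1.20. Without GF-WT replicate 3 the fall in COLONIZED-WT had an adjusted p of 0.0429 for Zg16 and of 0.0411 for Tff3. Zg16 was called there in 2 of 6 fits that left out 1 library. The fall of Tff3 in CONV-WT had an adjusted p of 0.012 without CONV-WT replicate 2. Ern2 itself was not called, with changes of 0.25 (adjusted p 0.533) and 0.11 (adjusted p 0.627). Among the genes with the largest changes, Pla2g4c rose in both (7.84 and 6.64), and Atp12a fell in both (−6.86 and −5.09).

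To ask whether the response took place in mice labelled Ern2–/–, the same comparisons were made with GF-Ern2–/–, of which 2 libraries had Ern2 counts as high as WT. DESeq2 called 581 genes in CONV-Ern2–/– (210 higher, 371 lower; edgeR 4) and 1001 genes in COLONIZED-Ern2–/– (502 higher, 499 lower; edgeR 27). The first count ran from 251 without GF-Ern2–/– replicate 1 to 950 without GF-Ern2–/– replicate 2, and the latter from 450 without COLONIZED-Ern2–/– replicate 2 to 1335 without GF-Ern2–/– replicate 2. In CONV-Ern2–/–, goblet genes supplied 40 calls against 17.4 expected (adjusted p 3.40e-06), but 4 were higher and the median of the list was −0.25. The enrichment had an adjusted p of 0.0247 without CONV-Ern2–/– replicate 3 and 0.012 without GF-Ern2–/– replicate 1. In COLONIZED-Ern2–/–, goblet genes supplied 42 calls against 28.8 expected (adjusted p 0.0205), of which 32 were higher, and the median was 0.10. This enrichment had an adjusted p of 0.00237 without GF-Ern2–/– replicate 2. Adjusted over the list alone, 57 and 47 goblet genes were called. Enterocyte genes were enriched in CONV-Ern2–/– and in COLONIZED-Ern2–/– (adjusted p 2.27e-09 and 2.45e-30, with 5 and 8 of the called genes higher), and so were tuft cell genes (adjusted p 7.08e-06 and 0.000639). Muc2 rose by 1.75 in COLONIZED-Ern2–/– (83896 ± 31373 against 24882 ± 14693 counts, SE 0.44, adjusted p 0.00131), with an adjusted p of 0.0506 without COLONIZED-Ern2–/– replicate 1, and it did not change in CONV-Ern2–/– (−0.05, adjusted p 0.974). Spdef rose by 1.18 (adjusted p 0.00562) in COLONIZED-Ern2–/– and was called in 2 of 6 fits that left out 1 library. Derl3 (3.34), Chac1 (4.61) and Hspa5 (1.61) rose in COLONIZED-Ern2–/–. In COLONIZED-WT against GF-WT, Hspa5 (1.36, adjusted p 3.55e-12) and Derl3 (1.91, adjusted p 0.00283) were called as higher too. Derl3 there was called in 2 of 6 fits that left out 1 library, with an adjusted p of 0.0404 without COLONIZED-WT replicate 1. Chac1 there was not called (2.09, adjusted p 0.0177).

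CONV and COLONIZED mice were compared within each genotype label. They differ in how long microbes were present and can also differ in which microbes they carried. Per the study, colonized mice of both genotypes received microbes from CONV-WT donors. It also reported that the stool microbiota of CONV-Ern2–/– mice differed from that of CONV-WT mice. Duration and composition of the microbiota therefore cannot be told apart here. DESeq2 called 16 genes between the WT groups (6 higher and 10 lower in CONV-WT, 1234 at an unadjusted p under 0.05), and edgeR called 0, with 899 at an unadjusted p under 0.05. The count was 198 without CONV-WT replicate 3 and 1 without COLONIZED-WT replicate 2. Between the groups labelled Ern2–/– it called 1116 genes (633 higher and 483 lower in CONV-Ern2–/–), and edgeR called 35, all higher. The DESeq2 count ran from 417 without COLONIZED-Ern2–/– replicate 1 to 2502 without CONV-Ern2–/– replicate 1, and with the library total as a covariate it was 261. In 1 fit of all 18 libraries 170 of 430 calls were higher. Most calls were higher with sex or the library total as a covariate and in each fit that left out 1 library. Goblet genes made up 97 of the 1116 calls against 33.5 expected (adjusted p 1.54e-21), of which 10 were higher in CONV-Ern2–/–. Enterocyte genes were enriched among them as well (adjusted p 2.33e-22, 97 higher). Muc2 fell by 1.79 (adjusted p 4.8e-07), Best2 fell by 3.65, and Aqp8 (4.75) and Clca6 (3.47) were higher in CONV-Ern2–/– than in COLONIZED-Ern2–/–.

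A gene called in one genotype label and not in the other need not differ between them, so the genotype by microbes interaction was tested. For CONV against GF, DESeq2 called 23 genes (7 with a higher and 16 with a lower response in mice labelled Ern2–/–, 1181 at an unadjusted p under 0.05), and edgeR called 0, with 957. The count ran from 3 without CONV-WT replicate 1 to 289 without CONV-WT replicate 3. For COLONIZED against GF, DESeq2 called 5 genes, all with a lower response (1030 at an unadjusted p under 0.05), and edgeR called 0, with 947. The latter count was 0 without COLONIZED-Ern2–/– replicate 3, with 1115 at an unadjusted p under 0.05. In the CONV interaction, Gfi1 (−2.61, adjusted p 2.93e-06) and Retnlb (−3.20, adjusted p 0.00427) were called, and Atoh1 (−1.15, adjusted p 0.0547), Spink4 (−2.56, adjusted p 0.0266), Spdef (−1.35, adjusted p 0.305) and Muc2 (−1.60, adjusted p 0.633) were not. The interaction of Muc2 for COLONIZED against GF was 0.21 (adjusted p 0.998), and those of Derl3 (1.43), Chac1 (2.52) and Trib3 (3.54) all had an adjusted p of 0.844.

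The goblet genes called after colonization of GF-WT mice were then followed in the mice labelled Ern2–/–. Of 133 such genes, 36 were also called in COLONIZED-Ern2–/– against GF-Ern2–/– and 97 were not. Of these 97, 92 moved in the same direction in the libraries labelled Ern2–/–, where 48 had an unadjusted p under 0.05. The median size of their log2 fold change was 0.67 in WT and 0.46 in the direction of WT in the libraries labelled Ern2–/–. The interaction was called for 0 of the 97 over all genes or adjusted over the list alone, and 12 had an unadjusted p under 0.05. On simulated counts the interaction test missed most 2-fold changes, and a loss of the whole median change in WT would be smaller than 2-fold. In the reverse direction, 42 goblet genes were called in the libraries labelled Ern2–/–, 6 of which were not called in WT. The number called in WT alone was 61 without COLONIZED-WT replicate 1.

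**Figure D3:**
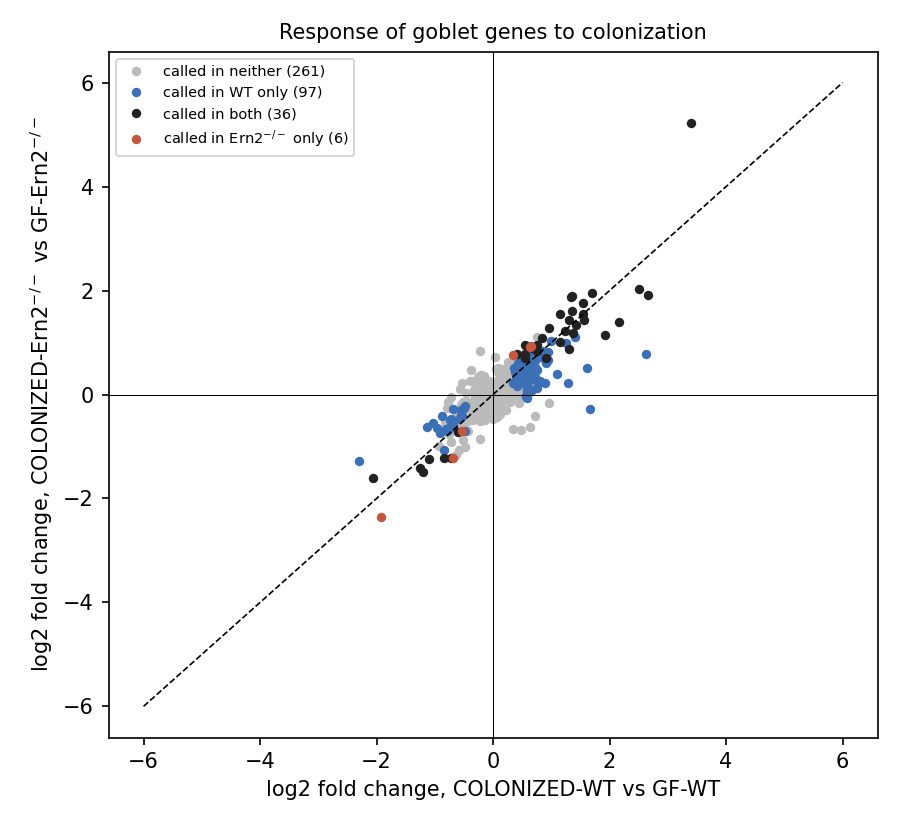
Log2 fold change of each goblet signature gene after colonization in mice labelled Ern2–/– (vertical axis) against that in WT mice (horizontal axis), with colours for the comparison in which DESeq2 called the gene. Of the 97 genes called in WT alone, 92 had the same sign in both.

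The goblet score summarized the list for each library in log2 units. Means were 0.0534 ± 0.0465 (SD, n = 3) in GF-WT, 0.220 ± 0.0566 in COLONIZED-WT, 0.111 ± 0.456 in CONV-WT, −0.0698 ± 0.157 in GF-Ern2–/–, 0.0780 ± 0.203 in COLONIZED-Ern2–/– and −0.392 ± 0.103 in CONV-Ern2–/–. CONV-WT replicate 3 had a score of −0.415, against 0.393 and 0.355 in the other CONV-WT libraries and −0.364, −0.306 and −0.506 in CONV-Ern2–/–. Score differences in the 9 comparisons and 2 interactions were tested by two-sided exact permutation. The difference between CONV-Ern2–/– and CONV-WT was −0.503 (exact p 0.3). The smallest p that 3 libraries against 3 allow, 0.1, was reached by COLONIZED-WT against GF-WT (0.166), CONV-Ern2–/– against GF-Ern2–/– (−0.322) and CONV-Ern2–/– against COLONIZED-Ern2–/– (−0.470). The interaction was −0.380 (permutation p 0.35) for CONV and −0.0184 (permutation p 0.93) for COLONIZED mice. Over these 11 tests no adjusted p was below 0.367. The difference between CONV-WT and GF-WT, 0.0576, ranged from −0.0834 to 0.321 when 1 library was left out, the latter without CONV-WT replicate 3.

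**Figure D4:**
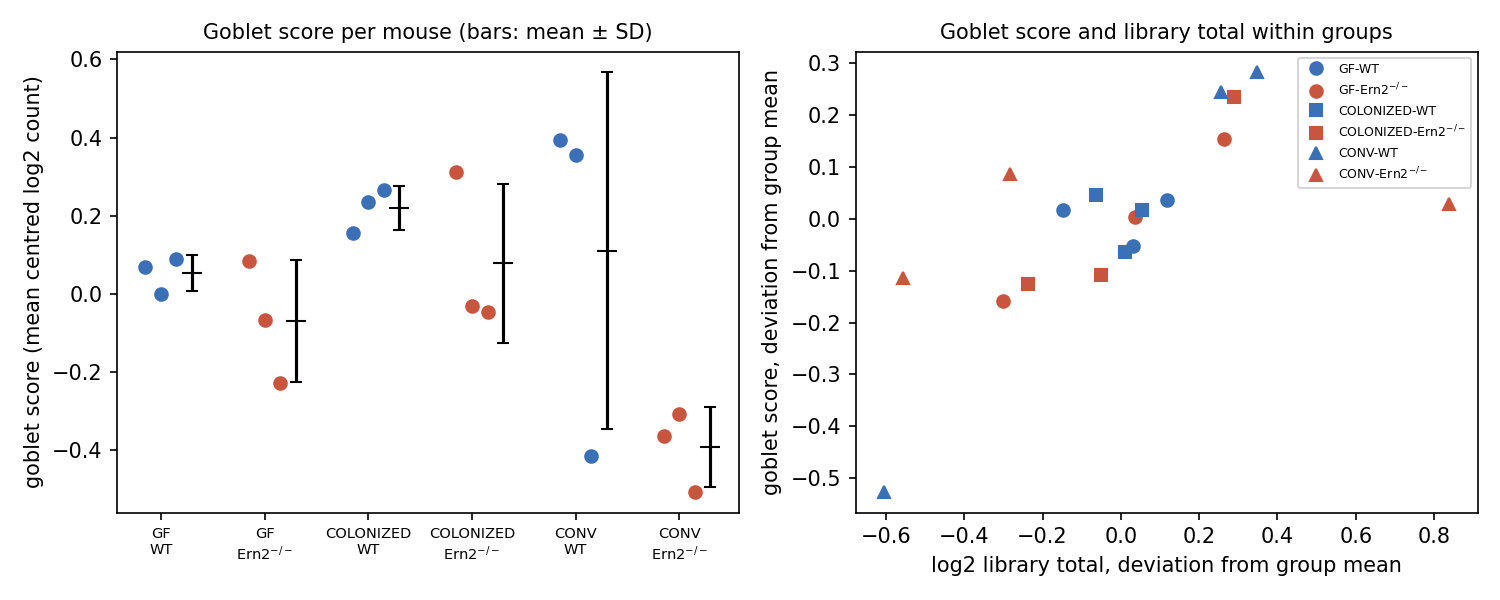
Goblet score (vertical axis, mean centred log2 normalized count over the goblet list) of each library by group (horizontal axis), with the mean and SD of 3 libraries (left), and its deviation from the group mean against that of the log2 library total (right). CONV-WT replicate 3, at −0.415, lay among the CONV-Ern2–/– libraries, which ranged from −0.506 to −0.306.

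Across 400 goblet genes, the fold changes of CONV-WT and COLONIZED-WT against their shared GF-WT libraries had a Pearson r of 0.870, where 20 simulations of unchanged groups against the same controls gave a mean r of 0.479 (0.383 to 0.578). Over 388 goblet genes with a mean count of at least 100 r was 0.886, against 0.482 in the simulations. Genes are not independent replicates, and no p-value is given.

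Gene lists of ER function, stress, proliferation and the ribosome were tested with camera in limma. In COLONIZED-Ern2–/– against COLONIZED-WT, cytosolic ribosomal protein genes were lower (median log2 fold change −0.49, adjusted p 1.16e-24), ER chaperone and degradation genes were higher (0.39, adjusted p 2.21e-06), and so were ATF4/CHOP stress genes (0.24, adjusted p 0.000324). The choice of the inter-gene correlation moved these most, since with an estimated correlation their adjusted p were 0.474, 0.498 and 0.497, and with fry 0.119, 0.172 and 0.159. Over all 45 tests, fry left only the XBP1 list in COLONIZED-WT against GF-WT (0.00946) and the proliferation list in COLONIZED-Ern2–/– against GF-Ern2–/– (0.00128) below 0.01, and an estimated correlation left 0. In single genes, DESeq2 called 4 of 82 ribosomal protein genes, and 60 adjusted over the list alone, with 1 of 82 rising. It called 5 of 25 chaperone genes, all higher, and 8 adjusted over the list alone. It called 3 ATF4/CHOP genes, all higher, and 6 adjusted over the list alone. Without COLONIZED-Ern2–/– replicate 1 the ATF4/CHOP list had a camera adjusted p of 0.0232 and the XBP1 list one of 0.00114. For the XBP1 list the median was −0.16 (adjusted p 0.0330, 1 gene called) and for proliferation 0.09 (adjusted p 0.0668, 0 called, 2 at an unadjusted p under 0.05).

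Microbes raised the proliferation list in WT mice, with medians of 1.05 in CONV-WT (camera adjusted p 4.71e-08) and 1.04 in COLONIZED-WT (1.68e-09), and in COLONIZED-Ern2–/– (0.99, 5.63e-13), against 0.27 (0.0305) in CONV-Ern2–/–. The XBP1 list rose by 0.35 in CONV-WT and in COLONIZED-WT (3.50e-05 and 1.90e-07), where DESeq2 called 10 and 18 of its genes, and 12 and 18 adjusted over the list alone. In the libraries labelled Ern2–/– its medians were −0.04 in CONV (0.931, 0 called, 5 at an unadjusted p under 0.05) and 0.19 in COLONIZED mice (0.00873, 5 called). Chaperone genes rose by 0.58 in COLONIZED-WT (6.16e-06) and 0.62 in COLONIZED-Ern2–/– (1.85e-07), with 0.11 (0.440) in CONV-WT and 0.08 (0.301) in CONV-Ern2–/–. With the library total as a covariate the medians were 1.40 (1.18e-11) in CONV-WT and 0.29 (0.000287) in CONV-Ern2–/–. With sex as a covariate neither passed (0.619 and 0.880). ATF4/CHOP genes had medians of 0.58 in CONV-WT (0.000409), 0.36 in COLONIZED-WT (0.0310), 0.57 in CONV-Ern2–/– (0.000156) and 0.52 in COLONIZED-Ern2–/– (5.45e-05). Ribosomal protein genes rose by 0.54 in CONV-WT (7.14e-15) and 0.39 in COLONIZED-WT (7.86e-10), with 0.02 (0.736) in CONV-Ern2–/– and −0.26 (2.31e-05) in COLONIZED-Ern2–/–. Between genotype labels in CONV mice, the XBP1 (−0.35, 3.44e-05), proliferation (−0.42, 5.66e-06) and ribosomal protein (−0.35, 7.86e-10) lists were lower by camera, and chaperone (0.24, 0.288) and ATF4/CHOP genes (−0.18, 0.554) did not pass. With the library total as a covariate the chaperone list passed there (0.61, 0.000524), and with sex its median was −0.47 (0.0617). In GF mice the ribosomal protein (0.16, 1.26e-08), chaperone (0.28, 1.77e-08) and proliferation (0.19, 0.000134) lists were higher, and the XBP1 (0.07, 0.0399) and ATF4/CHOP (0.04, 0.558) lists did not pass. None of the 3 stayed below 0.01 with sex as a covariate (adjusted p 0.0308, 0.828 and 0.0382), and the ribosomal protein and proliferation lists did not with the library total (0.0150 and 0.0212). Between CONV-WT and COLONIZED-WT the chaperone list was lower in CONV-WT (−0.49, 0.00428), the ATF4/CHOP (0.21, 0.00444) and ribosomal protein (0.17, 3.75e-08) lists were higher, and the XBP1 (0.11, 0.0940) and proliferation (−0.03, 0.415) lists did not pass. Between CONV-Ern2–/– and COLONIZED-Ern2–/– the chaperone (−0.61, 4.71e-08) and proliferation (−0.80, 4.94e-09) lists were lower in CONV-Ern2–/–, the ribosomal protein list was higher (0.29, 7.20e-05), and the XBP1 (−0.25, 0.0207) and ATF4/CHOP (−0.42, 0.270) lists did not pass. In single genes, the interaction for COLONIZED against GF was called for 0 of 86 ribosomal protein genes, with 59 at an unadjusted p under 0.05, 4 of 86 rising and a median of −0.61.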

Values the study reported

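The study reported that 132 goblet cell signature genes changed after colonization of GF-WT mice, and that 96 of these did not change after colonization of GF-Ern2–/– mice. For the enrichment of XBP1-associated genes among those raised in WT crypts, it gave a –log10 adjusted P of 15.48 for CONV against GF mice and of 15.12 for COLONIZED against GF mice. In COLONIZED Ern2–/– crypts relative to COLONIZED WT crypts, it gave a –log10 adjusted P of 5.15 for genes of the response to ER stress, 18.23 for translation and 34.79 for the ribosome.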

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

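The tests of sex, depth and other splits in this part were chosen only after the number of interaction calls was seen. Groups of 3 libraries were not tested for single libraries far from the others.

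The response to microbes differed between the genotype labels in 23 genes for CONV against GF mice and in 5 genes for COLONIZED against GF mice, by the interaction term in DESeq2. Of these 5 genes, 4 were named after their values were seen: Pla2g4c (−4.97, adjusted p 0.00228), Meg3 (adjusted p 0.00283), Pnliprp2 (−3.74, adjusted p 0.00661) and Itln1 (−3.45, adjusted p 0.00752), each with a smaller response in the libraries labelled Ern2–/–. The adjusted p of the same term for Gfi1 was 2.93e-06 and for Retnlb 0.00427 in CONV mice. The labels stand for genotypes that Ern2 counts did not bear out in every library, in particular in GF-Ern2–/– replicates 1 and 3, which enter both interactions.

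Other groupings of the same 12 libraries gave as many calls often. Of 30 splits, the real one included, 13 gave at least 23 genes for CONV and 6 gave at least 5 genes for COLONIZED mice, and the largest counts were 515 and 49. The numbers of calls are therefore within what an arbitrary grouping of these libraries could give, and edgeR called 0 genes in both, with 957 and 947 at an unadjusted p under 0.05. Without CONV-WT replicate 3 the first count was 289, and without CONV-WT replicate 1 it was 3. Without COLONIZED-Ern2–/– replicate 3 the count for COLONIZED mice was 0, with 1115 at an unadjusted p under 0.05. In 1 fit of all 18 libraries 0 of the 5 COLONIZED genes and 20 of the 23 CONV genes were called. With the replicate number as a block 2 of the 5 and 16 of the 23 were called.

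Unequal sex of the mice accounts for part of the CONV calls. Of the 23 genes, 3 followed sex within groups, all of them on the X or Y chromosome, so their interaction may reflect the sex of the mice. With sex as a covariate the counts were 12 for CONV and 0 for COLONIZED mice (896 at an unadjusted p under 0.05), and with the log2 library total as a covariate they were 43 and 4. Of the 23 CONV genes, 20 stayed called with the library total, and the 3 that did not were the sex-linked ones, whereas 11 stayed called with sex and 12 did not. Of the 5 COLONIZED genes, 4 stayed called with the library total and 1 did not, and with sex none of the 5 stayed called. Depth is therefore argued against as the whole cause for the 20 and the 4 genes, and sex for the 11 genes, which stayed called with either covariate. Sex, depth and the genotype label overlapped in these groups, since all 3 CONV-Ern2–/– libraries had the Y-linked pattern and 2 of them had the lowest totals, whereas GF-WT had no library of Y-linked pattern and the highest totals. With 3 libraries per group, a genotype difference cannot be told apart from sex for the other genes that sex as a covariate took from the calls, nor from depth for the 1 COLONIZED gene lost with the library total. The biological explanation that the design names, a dependence of the response on Ern2, stays open as well. For the CONV calls, so does the difference in gut microbiota that the study reported between CONV-WT and CONV-Ern2–/– mice.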

How the results depend on the processing

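Sex and the log2 library total as covariates, and all alternatives for Ern2 and for leaving out libraries in the list tests, were chosen only after the data were seen. Where a result moved, the cause was not tested unless stated.

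TMM factors, independent filtering set for 0.01, a filter of at least 10 counts in at least 3 libraries, other pseudocounts and the narrower ribosomal protein pattern left each comparison's direction and side of the threshold as it was, and TMM moved the share of higher calls by less than 10 percentage points. In single named genes, the count filter and TMM each left 1 gene no longer called, Fcgbp between genotypes in CONV mice, and independent filtering left 0. In the fit of all 18 libraries 34 called changes of named genes were lost and 77 stayed. With sex as a covariate these numbers were 31 and 79, with the library total 45 and 66, and with the replicate block 13 and 98. None of these changes turned direction.

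The choice of test moved the numbers of calls most in most comparisons. edgeR called 0 genes between genotypes in CONV mice (1865 at an unadjusted p under 0.05), 0 in GF mice (194) and 1 in COLONIZED mice. It called 22 genes for CONV-WT and 630 for COLONIZED-WT against GF-WT, 4 for CONV-Ern2–/– and 27 for COLONIZED-Ern2–/– against GF-Ern2–/–, 0 between CONV-WT and COLONIZED-WT (899) and 35 between the groups labelled Ern2–/–. Both interactions had 0 calls (957 and 947). Of the called changes in named genes that edgeR tested, 20 stayed past the threshold and 89 did not, and 0 changed direction. Goblet genes were then no longer enriched between genotypes in COLONIZED mice, in CONV-WT and in CONV-Ern2–/– against GF, and between the CONV and COLONIZED groups labelled Ern2–/–, each with an adjusted p of 1. Between genotypes in CONV mice, where DESeq2 gave 3.39e-22, edgeR left no calls to test, so that enrichment was lost as well. With few calls an enrichment test has little to work on, and on simulated counts edgeR recovered 7.78% of 2-fold changes with 3 libraries per group against 64.4% for DESeq2, with 1 false call of 88 against 41 of 205.

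A single fit of all 18 libraries, which shares 1 dispersion estimate per gene, called 699 genes between genotypes in CONV mice, 24 in COLONIZED mice, 1260 in COLONIZED-WT and 940 in CONV-Ern2–/– against GF, 0 between CONV-WT and COLONIZED-WT (1199 at an unadjusted p under 0.05), 430 between CONV-Ern2–/– and COLONIZED-Ern2–/–, and 57 and 3 in the interactions. Of the interaction calls of the main fits, 20 of 23 for CONV and 0 of 5 for COLONIZED mice were among these. The goblet enrichment had an adjusted p of 1 between genotypes in COLONIZED mice, 0.0828 in CONV-WT and 0.616 in COLONIZED-WT against GF.

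Sex as a covariate gave 237 calls between genotypes in CONV mice (157 higher, against 246 of 381 lower without it), 925 in CONV-WT and 230 in COLONIZED-WT against GF-WT, 627 between CONV-Ern2–/– and COLONIZED-Ern2–/–, and 12 and 0 in the interactions (896 at an unadjusted p under 0.05 in the latter). GF-WT held no library of Y-linked pattern and COLONIZED-WT held 2. The fit of these groups therefore rests on 1 COLONIZED-WT library of the same sex as GF-WT. Between genotypes the fit with sex rests on CONV-WT replicate 1 in CONV mice and on GF-Ern2–/– replicate 3 in GF mice. The goblet enrichment had an adjusted p of 0.046 in CONV-WT and 0.00262 in COLONIZED-Ern2–/– against GF. The goblet median between genotypes in GF mice was −0.23, and the change of Ern2 there turned to 0.55. Of the list tests outside the genotype comparison in COLONIZED mice, 4 became weaker, namely ribosomal protein (0.0308), chaperone (0.828) and proliferation genes (0.0382) between genotypes in GF mice and chaperone genes between CONV-WT and COLONIZED-WT (0.114).

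The log2 library total as a covariate gave 577 calls between genotypes in CONV mice (368 higher), 2 in GF and 66 in COLONIZED mice, 1308 in COLONIZED-WT and 107 in CONV-Ern2–/– against GF, 743 between CONV-WT and COLONIZED-WT, 261 between CONV-Ern2–/– and COLONIZED-Ern2–/–, and 43 in the CONV interaction. The goblet enrichment had an adjusted p of 6.39e-06 in COLONIZED-Ern2–/– against GF, 4.16e-48 between CONV-WT and COLONIZED-WT and 0.0688 between CONV-Ern2–/– and COLONIZED-Ern2–/–. Goblet medians were 0.065 between genotypes in GF mice, 0.60 in CONV-WT and −0.12 in CONV-Ern2–/– against GF, and 0.44 between CONV-WT and COLONIZED-WT. Of the list tests outside the genotype comparison in COLONIZED mice, 4 changed direction, namely ribosomal protein genes in CONV-Ern2–/– against GF-Ern2–/– (7.09e-13) and against COLONIZED-Ern2–/– (0.0442), and chaperone (1.31e-11) and proliferation genes (0.00323) between CONV-WT and COLONIZED-WT. Another 6 of these tests became stronger, among them chaperone genes between genotypes in CONV mice and in both CONV groups against GF, and 5 became weaker.

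The replicate number as a block gave 41 calls in the CONV interaction and a goblet enrichment of 2.30e-06 in COLONIZED-Ern2–/– against GF, and it changed no other gene count by over 1.5 times. The numbers do not pair the samples, since deviations of same-numbered libraries correlated above 0.1 in 21 of 45 pairs of libraries, from −0.493 to 0.635.

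For the signature tests, a background of genes with a mean of at least 10 gave an adjusted p of 0.0188 in CONV-WT against GF-WT, and camera gave 0.122 there and 0.000121 between genotypes in GF mice. For the lists in COLONIZED mice, fry gave 0.119 for ribosomal protein, 0.172 for chaperone and 0.159 for ATF4/CHOP genes, and an estimated correlation gave 0.474, 0.498 and 0.497. Over the 45 tests fry left 2 below 0.01 and the estimated correlation left 0.

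The number of goblet genes called in COLONIZED-WT and not in COLONIZED-Ern2–/– was 97 of 133 called in COLONIZED-WT, and it was 58 of 60 in edgeR, 20 of 39 in the fit of all libraries, 11 of 27 with sex and 55 of 91 with the library total as a covariate. It ran from 61 to 116 over the fits that each left out 1 library.

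Over fits that each left out 1 library, calls between genotypes ran from 126 (without CONV-WT replicate 2) to 1680 (without CONV-WT replicate 3) in CONV, from 1 (GF-WT replicate 2) to 12 (GF-WT replicate 1) in GF and from 81 (COLONIZED-WT replicate 1) to 656 (COLONIZED-Ern2–/– replicate 1) in COLONIZED mice. Against GF they ran from 593 (CONV-WT replicate 2) to 2849 (CONV-WT replicate 3) for CONV-WT, from 1271 (COLONIZED-WT replicate 1) to 2654 for COLONIZED-WT, from 251 (GF-Ern2–/– replicate 1) to 950 (GF-Ern2–/– replicate 2) for CONV-Ern2–/– and from 450 (COLONIZED-Ern2–/– replicate 2) to 1335 for COLONIZED-Ern2–/–. Between CONV and COLONIZED mice they ran from 1 (COLONIZED-WT replicate 2) to 198 (CONV-WT replicate 3) in WT and from 417 (COLONIZED-Ern2–/– replicate 1) to 2502 (CONV-Ern2–/– replicate 1) in those labelled Ern2–/–. The interactions ran from 3 (CONV-WT replicate 1) to 289 (CONV-WT replicate 3) and from 0 (COLONIZED-Ern2–/– replicate 3, with 1115 at an unadjusted p under 0.05) to 5.

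Over the same fits the adjusted p of the goblet enrichment ran from 1.08e-29 (without COLONIZED-Ern2–/– replicate 1) to 0.164 (COLONIZED-WT replicate 2) between genotypes in COLONIZED mice, from 2.81e-24 (CONV-WT replicate 3) to 0.0573 (CONV-WT replicate 1) in CONV-WT, from 9.79e-08 to 0.0247 (CONV-Ern2–/– replicate 3) in CONV-Ern2–/– and from 0.00237 (GF-Ern2–/– replicate 2) to 0.275 in COLONIZED-Ern2–/– against GF, and from 2.55e-08 (CONV-WT replicate 3) to 1 between CONV-WT and COLONIZED-WT. In COLONIZED mice the XBP1 list ran from 0.00114 (COLONIZED-Ern2–/– replicate 1) to 0.341 and the ATF4/CHOP list from 1.32e-05 to 0.0232 (COLONIZED-Ern2–/– replicate 1). The goblet score difference ran from −0.0834 (CONV-WT replicate 1) to 0.321 (CONV-WT replicate 3) for CONV-WT against GF-WT, from −0.250 (CONV-WT replicate 1) to 0.154 (CONV-WT replicate 3) for CONV-WT against COLONIZED-WT, and from −0.136 (COLONIZED-Ern2–/– replicate 1) to 0.0589 (GF-Ern2–/– replicate 1) for the COLONIZED interaction. The change of Ern2 between genotypes ran from −1.18 (CONV-WT replicate 3) to −0.85 in CONV, from −0.51 to 0.42 (GF-Ern2–/– replicate 2) in GF and from −0.63 (COLONIZED-Ern2–/– replicate 1) to −0.17 in COLONIZED mice. In the refits of called changes in named genes, 154 were no longer past the threshold and 0 changed direction.

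Depth limits the comparisons with CONV mice, since 3 of their 6 libraries had totals of 8.20, 7.08 and 5.87 in units of 1e6 counts and goblet medians of both CONV groups moved with the library total as a covariate.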

Other observations

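Of the tests in this part, those of passenger differences, genes that followed sex within groups, gene length, other cell types and depth behind unequal numbers of calls were laid down before their results were seen. All others were chosen only after the result was seen, including those with sex or the library total as a covariate.

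Of 133 goblet genes called after colonization in WT mice, 97 were not called in mice labelled Ern2–/–. That difference in calls did not carry over to a tested difference in response, since 0 of the 97 genes had an interaction call, 12 had an unadjusted p under 0.05, and 92 moved the same way in both genotype labels. With sex as a covariate 11 of 27 genes called in WT were not called in mice labelled Ern2–/–, and in edgeR 58 of 60. Whether some of these goblet genes failed to respond or responded less in the mice labelled Ern2–/– stays open. Median changes were 0.67 and 0.46 on the log2 scale, and on simulated counts the interaction test missed most 2-fold changes, so a lack of calls excludes little.

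Numbers of calls were set against other splits of the same libraries. As many calls as in the real split were found in 1 of the 10 splits, the real one itself, for COLONIZED-Ern2–/– against COLONIZED-WT, for CONV-WT and for COLONIZED-WT against GF-WT, for CONV-Ern2–/– and for COLONIZED-Ern2–/– against GF-Ern2–/–, and for CONV-Ern2–/– against COLONIZED-Ern2–/–. They were found in 2 of 10 splits for CONV-Ern2–/– against CONV-WT and for CONV-WT against COLONIZED-WT, and in 4 of 10 for GF-Ern2–/– against GF-WT. With 10 splits no share below 0.1 can arise. For CONV-Ern2–/– against CONV-WT, the split that set CONV-WT replicates 1 and 2 and CONV-Ern2–/– replicate 1 against the other libraries gave 691 calls, more than the 381 of the real split. It parts the 3 deepest libraries from the 3 shallowest, so the number of calls alone does not set genotype apart from depth in CONV mice. With the library total as a covariate 276 of the 381 genes stayed called and 105 did not, against 41 and 125 in COLONIZED mice and 1 and 5 in GF mice. This argues against depth as the whole cause for the genes that stayed called, and leaves it open for the others.

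Genes that moved the same way in each microbial state were sought. At an unadjusted p under 0.05 in all 3 genotype comparisons, 63 of 15907 genes moved in 1 direction (58 lower and 5 higher in the libraries labelled Ern2–/–, 15 of them goblet genes) and 0 in mixed directions, where 0.497 were expected for independent tests. In limma 53 genes did so, and 11 of 4000 labellings within the microbial states gave as many (permutation p 0.00275). With the library total as a covariate 18 genes did so (permutation p 0.0132), which argues against chance and depth as the whole cause. With sex as a covariate 23 genes did so (permutation p 0.0145). That fit rests on 1 library of the shared sex in CONV and in GF mice, so it does not decide on sex. The number was 45 in edgeR (1 other gene in mixed directions), and in DESeq2 it was 30 with sex (3 mixed) and 22 with the library total as a covariate (1 mixed), of which 12 were among the 63. B3gnt6 was the one gene called in all 3 comparisons (−2.46 in CONV, −2.31 in GF and −2.32 in COLONIZED mice). A shared genotype effect is therefore a hypothesis, and so is a difference between the mouse lines other than Ern2. Among the 40 expressed neighbours of Ern2, 1 gene (Kdm8) was among the 63. Of 59 genes with a known chromosome 6 lay on chromosome 7, which holds Ern2 and 7.87% of tested genes, and 53 lay elsewhere. Of the genes that differ between mouse substrains, Entpd4, Ide, Ms4a18, Nnt and Wdfy1 were in the table and none was called between genotypes (the lowest adjusted p was 0.0149, for Entpd4 in CONV mice, −0.90). Neither a passenger region nor a substrain difference is excluded by these values, since the test of neighbours reached only 40 expressed genes and variants need not change counts.

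Sex was weighed as a cause of the genotype effects in general. Within the 6 groups, 6 genes followed sex, all of them on the X or Y chromosome, and 0 lay elsewhere, with 408 genes at an unadjusted p under 0.05. Few libraries of either sex within a group inform this test, so it excludes little by itself. With sex as a covariate 125 of the 381 calls between genotypes in CONV mice stayed called and 256 did not, against 111 and 55 in COLONIZED mice and 3 and 3 in GF mice. In CONV mice this fit rests on CONV-WT replicate 1, the 1 CONV-WT library of the same sex as CONV-Ern2–/–. In GF mice it rests on GF-Ern2–/– replicate 3, the 1 library of the same sex as GF-WT. It therefore does not decide on sex in CONV and GF mice. Both COLONIZED groups held both sexes, and there sex is argued against as the whole cause for the genes that stayed called. For those that did not, sex cannot be told apart from the genotype label. Of the sex markers, those on the Y chromosome and Xist decided the sex of each library without conflict.

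Fewer genes were called for the response to microbes in the libraries labelled Ern2–/–, which also had fewer counts. Mean totals in units of 1e6 counts were 21.4 in GF-WT and 17.2 in GF-Ern2–/–, 19.7 and 16.8 in COLONIZED mice, and 13.0 and 9.46 in CONV mice. Thinned to the totals of the libraries labelled Ern2–/–, COLONIZED-WT against GF-WT still gave 2270 to 2368 calls over 5 thinnings, against 2485 unthinned and 1001 in the libraries labelled Ern2–/–. For CONV-WT the thinned counts were 1358 to 1389, against 1513 and 581. The lower depth thus does not explain the lower number of calls, and the larger spread between GF-Ern2–/– libraries was not tested as a cause.

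Depth was nevertheless related to goblet genes within groups. After removal of group means, 1131 genes followed the library total (753 up and 378 down with more counts), and 1 of 40 shuffles of the totals within groups, the real order itself, gave as many (the largest other count was 988). Goblet genes rose by a median of 0.39 log2 units per doubling of the total (hypergeometric p 2.59e-15), Muc2 rose by 1.35 (adjusted p 0.00556) and Malat1 fell by 2.64 (adjusted p 3.02e-11), whereas Spdef (0.20, adjusted p 0.688) and Neat1, another nuclear RNA (−0.43, adjusted p 0.665), did not follow the total. The other 4 cell lists were not enriched (p of at least 0.720). Malat1, a nuclear RNA, had 103380 normalized counts in CONV-WT replicate 3 and 110090 and 86832 in CONV-Ern2–/– replicates 2 and 3, the 3 shallow libraries. Across 18 libraries, the goblet score followed the library total within groups with r 0.68 (permutation p 0.014, adjusted p 0.019) and rho 0.738 (permutation p 0.011), and r was 0.772 without the 2 libraries farthest from the median (CONV-Ern2–/– replicate 1 and CONV-WT replicate 3). The score also followed the distal Hox genes, with r 0.522 (permutation p 0.019, adjusted p 0.019) and rho 0.629 (permutation p 0.015), and r was 0.424 without COLONIZED-Ern2–/– replicates 1 and 2. These 2 relations were the ones tested. Hoxb13, a gene of the distal colon, had 1563 ± 1047 normalized counts in CONV-WT and 580 ± 833 in CONV-Ern2–/–, against 5701 ± 2058 in GF-WT.

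The lower goblet genes in CONV-Ern2–/– thus have several candidate explanations. Among them is the different gut microbiota that the study reported in CONV-Ern2–/– mice, which these counts do not test. With the library total as a covariate the goblet median was −0.297 in place of −0.466, 42 of 52 called goblet genes were lower and the enrichment had a p of 7.41e-12. With sex the median was −0.698, in a fit that rests on CONV-WT replicate 1 as the 1 WT library of the same sex. Depth as the whole cause is argued against only for the genes that stayed called with the library total, and part of the fall may go with depth. Gfi1, Spdef, Atoh1, Copz2, Spink4 and Retnlb stayed called. Muc2, Clca3, Ang4 and Fcgbp did not (DESeq2 adjusted p 0.0656, 0.104, 0.0541 and 0.432). The hypergeometric test takes genes as independent, whereas the goblet score per library had an exact p of 0.3. A difference in the place along the colon from which crypts were taken stays open (r 0.522 with distal Hox genes). A mere loss of goblet cells among other epithelial cells in unchanged proportions would raise the other signatures alike. The scores did not move alike, but 3 libraries against 3 cannot give an exact p below 0.1, so this is not decided. A loss of goblet cells together with other changes stays open. The study counted fewer goblet cells by staining in the colon of CONV-Ern2–/– mice. The enterocyte score rose by 0.694 (exact p 0.1, the smallest possible) while the stem score changed by −0.248 (exact p 0.2), and their difference per library was 0.362 ± 0.111 in CONV-Ern2–/– and −0.580 ± 0.402 in CONV-WT, a shift of 0.942 (exact p 0.1). The enteroendocrine score changed by −0.12 (exact p 0.3) and the tuft score by 0.088 (exact p 0.9). A rise of enterocyte genes by itself stays open. Many cells of other kinds are argued against, since the immune, mesenchymal, endothelial, glial and acinar lists together made up at most 0.0485% of the counts of any library. The mesenchymal list took 0.0036% in CONV-WT replicate 3 and 0.0023% and 0.0032% in CONV-Ern2–/– replicates 2 and 3. In the other CONV libraries it took 0.0005% to 0.0009%. Shares of counts of short lists do not give shares of cells, so a smaller admixture stays open.

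CONV-WT replicate 3 had a goblet score of −0.415, close to the CONV-Ern2–/– libraries. An exchange with a library labelled Ern2–/– was tested with the 166 genes called between genotypes in COLONIZED mice, a comparison that does not use this library. Their mean signed deviation was −0.599 in CONV-WT replicate 3, on the side of the other CONV-WT libraries (−1.04 and −1.05) and away from CONV-Ern2–/– (0.582, 0.408 and 0.571), which argues against an exchange.

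The lower ribosomal protein genes in COLONIZED-Ern2–/– were set against other short transcripts. The median change of 251 genes matched in transcript length and expression was −0.091, against −0.46 for ribosomal protein genes, of which 82 of 83 fell. A length bias is therefore argued against, as is depth, since the median was −0.45 with the library total as a covariate. A lower expression of these genes in mice labelled Ern2–/– is a hypothesis that rests on the DESeq2 and camera values, and it did not pass with an estimated correlation (adjusted p 0.474, against 0.119 with fry).

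Rn45s, a ribosomal RNA locus, took 2.62% ± 0.832 of the counts in GF-WT and 0.655% ± 0.164 in GF-Ern2–/–, 1.89% ± 0.859 and 0.411% ± 0.0735 in COLONIZED mice, and 2.48% ± 0.794 and 1.97% ± 0.389 in CONV mice. Permuted within the microbial states, the mean difference of −1.32 percentage points had an exact p of 0.00125 over 8000 labellings. The calls of Rn45s and of Lars2, which shares sequence with it, in GF mice may therefore reflect ribosomal RNA left in the libraries to a different extent. Whether libraries of the genotypes were prepared apart was not stated, and a batch of that kind cannot be told apart from the genotype label in these values.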
